# Systems pharmacology of adiposity reveals inhibition of EP300 as a common therapeutic mechanism of caloric restriction and resveratrol for obesity

**DOI:** 10.3389/fphar.2015.00199

**Published:** 2015-09-15

**Authors:** Yuhei Nishimura, Shota Sasagawa, Michiko Ariyoshi, Sayuri Ichikawa, Yasuhito Shimada, Koki Kawaguchi, Reiko Kawase, Reiko Yamamoto, Takuma Uehara, Takaaki Yanai, Ryoji Takata, Toshio Tanaka

**Keywords:** resveratrol, caloric restriction, obesity, adipose tissue, ep300, zebrafish, comparative transcriptome, systems pharmacology

## Abstract

Both caloric restriction (CR) and resveratrol (RSV) have beneficial effects on obesity. However, the biochemical pathways that mediate these beneficial effects might be complex and interconnected and have not been fully elucidated. To reveal the common therapeutic mechanism of CR and RSV, we performed a comparative transcriptome analysis of adipose tissues from diet-induced obese (DIO) zebrafish and obese humans. We identified nine genes in DIO zebrafish and seven genes in obese humans whose expressions were regulated by CR and RSV. Although the gene lists did not overlap except for one gene, the gene ontologies enriched in the gene lists were highly overlapped, and included genes involved in adipocyte differentiation, lipid storage and lipid metabolism. Bioinformatic analysis of *cis*-regulatory sequences of these genes revealed that their transcriptional regulators also overlapped, including EP300, HDAC2, CEBPB, CEBPD, FOXA1, and FOXA2. We also identified 15 and 46 genes that were dysregulated in the adipose tissue of DIO zebrafish and obese humans, respectively. Bioinformatics analysis identified EP300, HDAC2, and CEBPB as common transcriptional regulators for these genes. EP300 is a histone and lysyl acetyltransferase that modulates the function of histone and various proteins including CEBPB, CEBPD, FOXA1, and FOXA2. We demonstrated that adiposity in larval zebrafish was significantly reduced by C646, an inhibitor of EP300 that antagonizes acetyl-CoA. The reduction of adiposity by C646 was not significantly different from that induced by RSV or co-treatment of C646 and RSV. These results indicate that the inhibition of EP300 might be a common therapeutic mechanism between CR and RSV in adipose tissues of obese individuals.

## Introduction

According to the World Health Organization, an estimated 310 million people worldwide are obese (Bessesen, 2008). Such estimates are particularly alarming given the strong association between obesity and various adverse health consequences, including atherosclerosis, hypertension, type 2 diabetes and certain types of cancer (Bessesen, 2008). CR can alleviate these deleterious conditions in obesity (Guarente, 2013). However, eating less for the sake of creating a desirable metabolic profile is unlikely to gain widespread compliance (Timmers et al., 2011). Accordingly, there has been an increasing interest in identifying compounds that elicit the beneficial effects of CR without requiring reduced calorie intake.

Resveratrol is thought to mimic the effects of CR in obesity (Guarente, 2013). In mice on a high-fat diet, RSV diminished total body fat content and decreased depots of epididymal, inguinal and retroperitoneal white adipose tissue (Lagouge et al., 2006). In obese Zucker rats, the administration of RSV resulted in a significant reduction in plasma TGs, free fatty acids, cholesterol, and liver TGs when compared with untreated obese Zucker rats (Rivera et al., 2009).

The mechanism of how RSV exerts these favorable effects was proposed to be related to the induction of genes encoding oxidative phosphorylation and mitochondrial biogenesis molecules (Chung et al., 2012; de Ligt et al., 2015). Numerous data indicate that the activation of NAD^+^-dependent protein deacetylase, SIRT1, is pivotal for the beneficial effect of RSV (Chung et al., 2012; de Ligt et al., 2015). SIRT1 catalyzes, among others, deacetylation and the activation of peroxisome proliferator gamma coactivator-1α, a cofactor in mitochondrial biogenesis (Chung et al., 2012; de Ligt et al., 2015). However, the biochemical pathways proposed to mediate the beneficial effects of RSV are highly interconnected (Chung et al., 2012), suggesting that systems pharmacology might be required to fully elucidate the therapeutic mechanism of RSV in obesity.

It was demonstrated that CR increases the expression of SIRT1 protein (Cohen et al., 2004) and that the beneficial effects of CR are mediated via SIRT1 (Picard et al., 2004). However, the general up-regulation of Sirt1 expression was challenged by a study showing CR-regulated Sirt1 expression was tissue specific in mice (Chen et al., 2008). Moreover, SIRT1-independent effects of CR were also reported (Kaeberlein and Powers, 2007). These findings suggest there common therapeutic mechanisms between CR and RSV might be both dependent and independent of SIRT1.

To identify the common therapeutic mechanism between CR and RSV, we performed comparative transcriptome analysis of adipose tissues from DIO zebrafish and obese humans with or without CR or RSV. Combined with bioinformatics analysis, we identified EP300, a histone and lysyl acetyltransferase, as a master regulator for genes dysregulated in obesity and normalized by CR and RSV. We also demonstrated that the inhibition of EP300 by a competitive inhibitor of acetyl-CoA reduced the adiposity of larval zebrafish. These results suggest that the inhibition of EP300 might be a common therapeutic mechanism of CR and RSV on adiposity in obesity.

## Materials and Methods

### Ethics Statement

Mie University Institutional Animal Care and Use Committee guidelines state that no approval is required for experiments using zebrafish. However, animal experiments described in this manuscript conform to the ethical guidelines established by the Institutional Animal Care and Use Committee at Mie University.

### Compounds and Reagents

Resveratrol and C646 were purchased from Sigma (St. Louis, MO, USA). Nile Red was purchased from Tokyo Kasei (Tokyo, Japan); 2-phenoxyethanol and TG L-type assay were purchased from Wako (Tokyo, Japan).

### Zebrafish Husbandry

Zebrafish were maintained according to the methods described by Westerfield (2007) with some modification. Briefly, zebrafish were raised at 28.5 ± 0.5°C with a 14 h/10 h light/dark cycle. Embryos were obtained via natural mating and cultured in 0.3 × Danieau solution [19.3 mM NaCl, 0.23 mM KCl, 0.13 mM MgSO_4_, 0.2 mM Ca(NO_3_)_2_, 1.7 mM HEPES, pH 7.2]. To induce the adult DIO model, we used a transparent zebrafish mutant line *MieKomachi 001* (*MK001*) that was created by crossing *nacre* and *rose.* For the experiments using larva, we used an albino zebrafish line that was obtained from the Max Planck Institute for Developmental Biology (Tübingen, Germany).

### Adult DIO Zebrafish Model

Female zebrafish at 4 mpf were assigned into three dietary groups: OF, OF + RSV, and control, with five fish per 2-L tank. Zebrafish in the OF and OF + RSV groups were fed three times per day with freshly hatched Artemia (corresponding to 60 mg cysts/fish/day). Zebrafish in the control group were fed freshly hatched *Artemia* (corresponding to 5 mg cysts/fish/day) once per day. Zebrafish in the OF + RSV groups were fed with gluten containing RSV (corresponding to 20 μg /fish/day) at 20 min before feeding *Artemia* in the morning. Zebrafish in the OF and control groups were fed with gluten without RSV at 20 min before feeding *Artemia* in the morning. Gluten with or without RSV were prepared as previously described (Zang et al., 2011). The body weight and length of zebrafish were measured weekly throughout the study. Zebrafish length was measured from the head to the end of the body. Blood collection and TG measurement in the plasma were performed as described previously (Oka et al., 2010). Staining visceral adipose tissues was performed as previously described (Oka et al., 2010) except for the concentration of Nile Red (1 μg/ml) and the staining time (30 min). After staining, the visceral adipose tissues were observed with a fluorescence microscope (MZ 16F, Leica, Tokyo, Japan) using a GFP2 filter (Leica). The fluorescent intensity of Nile Red was calculated using Volocity 3D Image Analysis Software (Perkin-Elmer, Cambridge, MA, USA).

### Assessment of Adiposity in Larval Zebrafish

Zebrafish at three dpf were treated with 2 μM C646, 200 μM RSV or 2 μM C646 and 200 μM RSV for 48 h. After the treatment, zebrafish were stained with Nile Red (5 ng/ml) for 30 min. After staining, zebrafish were rinsed in 0.3 × Danieau solution and anesthetized with 2-phenoxyethanol (500 ppm). *In vivo* imaging of the zebrafish was performed using a fluorescence microscope (SMZ25, Nikon, Tokyo, Japan) with a GFP-L filter (Nikon). The area stained with Nile Red in the abdomen was measured using Volocity (Perkin-Elmer).

### Transcriptome Analysis of Visceral Adipose Tissues of Female DIO Zebrafish

The visceral adipose tissue of female DIO zebrafish overfed Artemia for 1 week (OF 1 w) or 5 weeks (OF 5 w), or overfed Artemia for 5 weeks with RSV (OF + RSV 5 w), were stained with Nile Red and collected by surgical extraction under a fluorescence microscope. The visceral adipose tissue was stored in RNA-later (Applied Biosystems, Foster City, CA, USA). Total RNA was then extracted using an RNeasy Plus Micro Kit (Qiagen, Valencia, CA, USA), qualified by an Agilent Bioanalyzer 2100 (Agilent, Santa Clara, CA, USA) and quantified using a spectrophotometer (NanoDrop ND-100, Wilmington, DE, USA). Fifty nanograms of total RNA from each visceral adipose tissue depot were converted into labeled cRNA using the Low RNA Input Fluorescent Linear Amplification Kit (Agilent). Cy3-labeled cRNA (860 ng) was hybridized to Agilent Zebrafish Whole Genome Oligo Microarrays (G2519F) according to the manufacturer’s protocol. The hybridized microarrays were scanned (Agilent G2565BA) and analyzed using Feature Extraction software (Agilent). The data were normalized using Limma (Ritchie et al., 2015), a package in Bioconductor. Probes that passed four criteria (gIsSaturated, gIsFeatNonUnifOL, gIsPosAndSignif, gIsWellAboveBG) across the dataset were used for further analysis. RankProd analysis (Hong et al., 2006) was performed to identify differentially expressed genes between two groups by calculating the false discovery rate (FDR). Differentially expressed genes (FDR < 30%) were then converted to human orthologs using the Life Science Knowledge Bank (World Fusion, Tokyo, Japan). The gene symbols of human orthologs were used for functional analysis. The gene symbols of human orthologs were used for functional analysis. The microarray data has been deposited to GEO as GSE70281.

### Transcriptome Analysis of Adipose Tissue in Male DIO Zebrafish and Obese Humans

We downloaded transcriptome data from the GEO analyzing visceral adipose tissues of male DIO zebrafish with and without CR (GSE18566; Oka et al., 2010), subcutaneous adipose tissues of obese humans with and without CR (GSE35710; Nookaew et al., 2013), subcutaneous adipose tissues of obese human males with and without RSV (GSE42432; Konings et al., 2014), subcutaneous adipose tissue of obese human females (GSE44000; Deng et al., 2013), and subcutaneous adipose tissue of obese human males (GSE29718; Tam et al., 2011).

For the Agilent array (GSE18566 and GSE44000), transcriptome data were normalized using Limma (Ritchie et al., 2015) and the probes that passed four criteria (gIsSaturated, gIsFeatNonUnifOL, gIsPosAndSignif, gIsWellAboveBG) across the dataset were used for further analysis. For the affymetrix array, the transcriptome data were normalized using “affy” (Bolstad et al., 2003) for GSE35710 or “oligo” (Carvalho et al., 2007) for GSE29718 and GSE42432. Data normalized by “affy” were filtered based on the presence-absence call and probes that were present or marginal across the dataset were used for further analysis. Data normalized by “oligo” were filtered based on the normalized signal and probes with a normalized signal >3 across the dataset were used for further analysis. RankProd analysis (Hong et al., 2006) was performed to identify differentially expressed genes between two groups by calculating the FDR. FDR30% was used as the threshold. For transcriptome analysis of zebrafish, differentially expressed genes were converted to human orthologs using the Life Science Knowledge Bank (World Fusion, Tokyo, Japan).

### Identification of Transcriptional Regulators using iRegulon

iRegulon (Janky et al., 2014) exploits the fact that genes that are co-regulated by the same TF commonly share binding sites for the TF and uses gene sets derived from ENCODE ChIP-seq data. We used iRegulon as an application in Cytoscape (Shannon et al., 2003). The lists of differentially expressed genes shown in **Supplementary Table S1** were subjected to iRegulon and used to predict their transcriptional regulators using the default setting. The predicted transcriptional regulators with normalized enrichment scores (NES) >3 are shown in **Supplementary Table S4** (Sheets 1–4) and used for further analysis.

### Identification of Transcriptional Regulators using Pathway Studio

Pathway Studio (Nikitin et al., 2003) uses gene sets derived from natural language processing based text mining of published literature, including a gene set for transcriptional regulators, composed of genes whose promoters the transcriptional regulator bound to and genes whose expression were regulated by the transcriptional regulator. The lists of differentially expressed genes shown in **Supplementary Table S1** were subjected to Pathway Studio and used to predict their transcriptional regulators using the subnetwork enrichment analysis for “expression target”. The predicted transcriptional regulators with *p* < 5.0 × 10^-3^ are shown in **Supplementary Table S5** (Sheets 1–4) and were used for further analysis.

### Identification of Cell Processes Enriched in a Gene List using Pathway Studio

The lists of differentially expressed genes were subjected to Pathway Studio and used to predict cell processes related to the lists using the subnetwork enrichment analysis with *p* < 5.0 × 10^-3^ as the threshold.

### *K*-Means Clustering

*K*-means clustering was performed using MultiExperiment Viewer v4.8 (Howe et al., 2011).

### Statistical Analysis

Statistical analysis (analysis of variance followed by Tukey’s multiple comparisons test) was performed using Prism 6.0 (GraphPad Software, San Diego, CA, USA).

## Results

### Resveratrol Reduces Plasma Triglyceride and Visceral Fat in Diet-Induced Obese Zebrafish

We previously demonstrated that CR after OF significantly lowered both plasma TG and visceral adiposity in zebrafish (Oka et al., 2010). In this study, we first examined whether RSV could also exert these effects in the DIO zebrafish model. Adult female zebrafish were overfed with freshly hatched nauplii of *Artemia* that have a relatively high fat content compared with flake foods (Oka et al., 2010) with and without RSV treatment (20 μg/day, 40 mg/kg body weight/day in 0.5 g zebrafish). The BMI of OF zebrafish was significantly increased compared with the BMI of control zebrafish after 1 week (**Supplementary Figure S1A**). The BMI of zebrafish overfed with *Artemia* and treated with RSV (OF + RSV) was also significantly increased compared with the BMI of control zebrafish. However, the BMI of OF + RSV zebrafish was not significantly different from that of OF zebrafish. We then examined the effects of RSV on plasma TG. As shown in **Supplementary Figure S1B**, plasma TG in OF zebrafish was significantly increased compared with that of control zebrafish. In contrast, plasma TG levels in OF + RSV zebrafish were significantly lower than in OF zebrafish. We also examined the effects of RSV on visceral adiposity in DIO zebrafish, which can be visualized by Nile Red staining (Oka et al., 2010). As shown in **Supplementary Figure S1C**, the fluorescent intensity of Nile Red in OF zebrafish was significantly higher than in control zebrafish. The fluorescent intensity of Nile Red in OF + RSV zebrafish was significantly lower than in OF zebrafish. These results suggest that RSV can reduce plasma TG and adiposity in DIO zebrafish, consistent with previous reports in mammalian obesity (Rocha et al., 2009; Timmers et al., 2011).

### Identification of Transcriptional Regulators for Genes Commonly Regulated by RSV and CR in DIO Zebrafish

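Visceral adipose tissue of female zebrafish of the MieKomachi 001 line was measured on 9 Agilent zebrafish arrays, each with 1 Cy3-labeled sample, and 3 samples came from each of the control, OF and OF+RSV groups. Fish of the OF+RSV group were given 20 μg of RSV per fish per day. The methods of the paper name the array groups OF 1 w, OF 5 w and OF + RSV 5 w, that is, overfed for 1 week, for 5 weeks, and for 5 weeks with RSV. The sample labels name a control without a feeding time and give 1 week of overfeeding for OF and OF+RSV. The group names of the labels are used here. By the methods of the paper, the arrays labeled control may come from fish overfed for 1 week. What is called obesity below could then be 5 weeks against 1 week of overfeeding. No value below was computed with the feeding time, but the meaning of the control group depends on it. The authors scanned the arrays and used Feature Extraction to make a background-subtracted intensity for each spot, and they also deposited their own log2 values, normalized between the arrays, for the probes they kept. Spots well above background made up 35.0%, 44.9% and 44.4% of the 43803 spots that hold no control in control replicates 1, 2 and 3. This share was 43.4%, 37.1% and 38.7% in the OF replicates and 43.6%, 36.3% and 31.4% in the OF+RSV replicates. The number of arrays limits the precision of every value. From the deposited intensities, log2 values relative to the 75th percentile of each array were computed and averaged over the spots of a probe. The 11281 of 43603 probes that passed the 4 flags of the paper (gIsSaturated, gIsFeatNonUnifOL, gIsPosAndSignif and gIsWellAboveBG) on all 9 arrays were tested. No spot was saturated on any array. RefSeq accessions gave a gene name to 25173 probes, and 6 probes, 5 without such a name and 1 whose accession names another gene, were named because the log value that the paper's tables give for a gene matched only that probe in the deposited log2 values, within 5e-05. The brightest tested probe stands for a gene, which gave 5673 named genes. Groups were compared with limma, fitted to all 9 arrays, at an FDR below 0.3. They were also compared with a rank product over the 9 ratios between the arrays of both groups, the kind of statistic RankProd gives. Its calls had an estimated share of false positives below 0.3. In simulated data with each probe's own spread and 200 probes changed by 2, that estimate was too low. There 53.8% of its calls were false in the RSV comparison and 52.3% in the obesity comparison. A log2 fold change for RSV is OF+RSV minus OF, and one for obesity is OF minus control. Arrays with the same replicate number shared a slide. Control, OF and OF+RSV samples lay at array positions 1, 2 and 4 of every slide, so that an effect of the position and a difference between the groups cannot be told apart.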

To identify common mechanisms of action between RSV and CR, we compared transcriptome data of visceral adipose tissue in DIO zebrafish with RSV or CR (Oka et al., 2010). 

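Between OF+RSV and OF, limma called 0 of the 11281 probes, with a smallest adjusted p of 0.664 after Benjamini-Hochberg adjustment, and 520 probes had an unadjusted p under 0.05. The rank product called 75 probes, 56 higher and 19 lower in OF+RSV, which held 41 named zebrafish genes. In simulated draws with no group difference and each probe's own spread, it called a median of 74 probes. Which direction held more calls depended on the arrays, with 4 higher and 85 lower without OF+RSV replicate 1, 0 and 85 without OF+RSV replicate 3, and 406 and 13 without OF+RSV replicate 2. The arrays of both groups did not overlap for 1223 probes, or 10.8%, where chance gives 10%. Both counts rested on OF+RSV replicate 2, since without it limma called 4181 probes and the rank product 419. The rank product called 2 probes without OF replicate 2. With the 3 ratios within slides, which pair the replicates as a block, the rank product called 153 probes, 147 higher and 6 lower. Of the 27 genes of Supplementary Table S2, Sheet 1, the rank product called 11, and it called 24 of them when it was run on the authors' deposited log2 values, where it called 162 probes. Of the 41 genes, 9 also stood in the CR list of Sheet 2, and 5 of these changed in the same direction as under CR.
Of the 9 genes of Supplementary Table S1, Sheet 1, apoa1a, ucp1, fads2, tfa, slc38a4 and igfbp1a were lower and cldnd, dopey2 and gpr137ba higher in OF+RSV. Their median log2 fold change was -2.10, and it was between -2.51 and -1.48 with each OF or OF+RSV array left out in turn. Within slides 1, 2 and 3, the median difference of the 9 genes was -1.85, -3.57 and 0.16. The log2 level of gpr137ba (probe A_15_P108266) was 3.21 ± 0.16 (SD, n = 3) in OF+RSV and 1.36 ± 0.27 (SD, n = 3) in OF. This log2 fold change of 1.86 had a standard error of 0.40 and an adjusted p of 0.664 from limma. This probe was named gpr137ba through the match with the paper's table, and its accession names it gpr137c. Its exact permutation test (two-sided) gave p = 0.1, the smallest that 3 arrays against 3 allow. The largest decrease was that of apoa1a (probe A_15_P673611), from 5.29 ± 3.25 (SD, n = 3) in OF to 1.25 ± 1.59 (SD, n = 3) in OF+RSV, a log2 fold change of -4.04 (standard error 2.48, adjusted p = 0.664 from limma), and the arrays of both groups overlapped. All 3 OF+RSV arrays lay on the same side of all 3 OF arrays for 3 of the 9 genes, tfa, slc38a4 and gpr137ba. The levels of cldnd and dopey2 in OF+RSV replicate 2 were below those of OF replicate 2 on the same slide, by differences of -0.69 and -0.65. No gene of the list passed the FDR over all probes in limma, whereas the rank product called apoa1a, ucp1, fads2 and dopey2. Adjusted over the list alone, 9 of 9 passed 0.3 in limma. This is not independent evidence, because the study chose the list on these arrays.

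**Figure D1:**
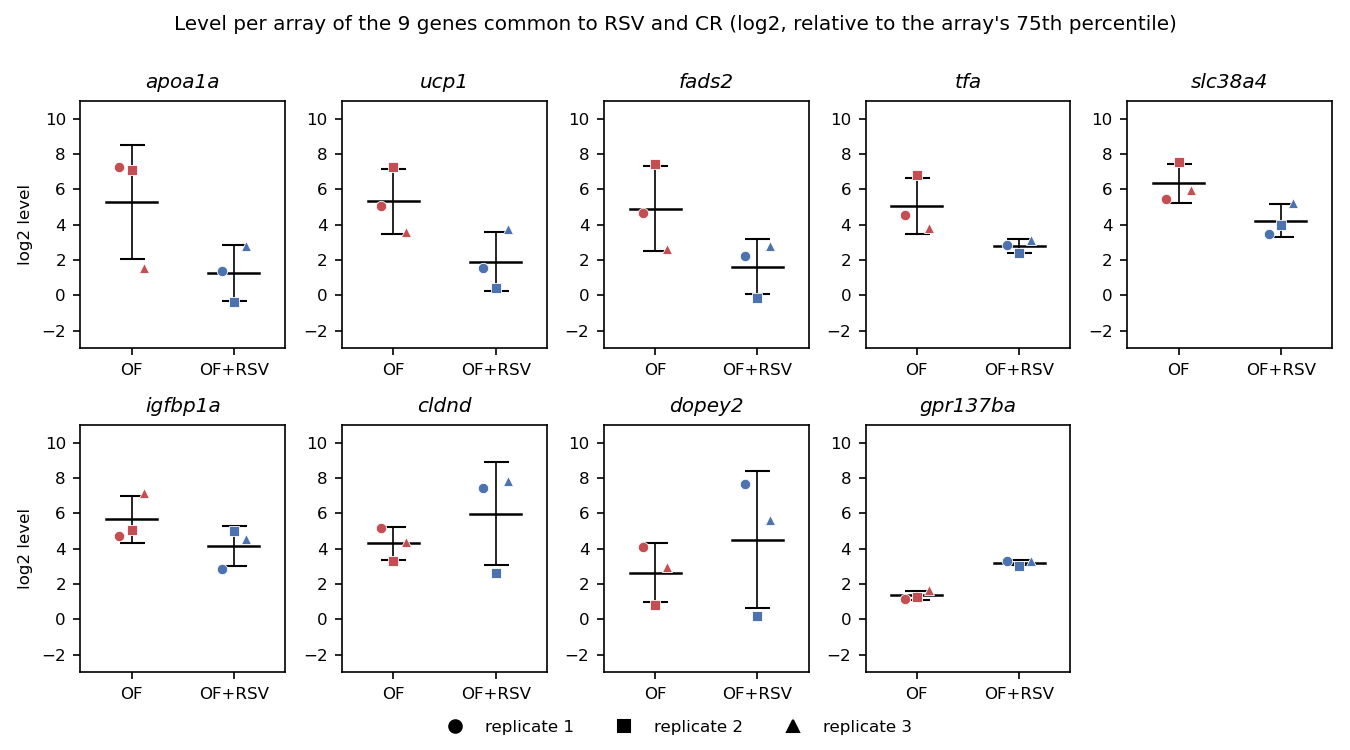
Log2 level of each of the 9 genes on each array, relative to the 75th percentile of the array, in OF and OF+RSV. Symbols are arrays, with 1 symbol per replicate number, the horizontal line is the mean and the bar is the SD of 3 arrays. For gpr137ba the OF+RSV mean of 3.21 lies above every OF array, whereas for cldnd and dopey2 OF+RSV replicate 2 lies below the OF arrays.

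The CR values of the paper are from male fish of another series, and the RSV arrays are from females. Sex thus differs here as well as treatment, in the correlation and in the set tests. Across the 300 genes of the CR list of Supplementary Table S2, Sheet 2, that had a tested probe, the RSV log2 fold change and the log value of the paper for CR had a Pearson's r of 0.18 and a Spearman's rho of 0.05. These are values across genes, and genes are not independent replicates. Pearson's r was between 0.05 and 0.21 with single arrays in place of a group mean. Without the genes of a list of liver genes, r was -0.00432 over 286 genes. Genes that the paper lists as lowered by CR had a median RSV log2 fold change of -0.41 (121 genes, adjusted p = 0.12 from the limma set test camera) and those raised by CR had one of -0.52 (179 genes, adjusted p = 0.00201), against a median of -0.23 over all probes. Neither list passed 0.05 under the limma set test fry, with an adjusted p of 0.515 for both.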

Although the correlation of change in gene expression between RSV and CR was low (**Figure 1A**), we identified nine genes in common (**Figure 1B** and **Supplementary Table S1**, Sheet 1) from 27 and 528 genes whose expression were changed by RSV (**Supplementary Table S2**, Sheet 1) and CR (**Supplementary Table S2**, Sheet 2), respectively. Gene ontology analysis revealed that 56 cell processes, including lipid peroxidation, lipid storage, and energy homeostasis, were enriched in the nine identified genes (**Supplementary Table S3**, Sheet 1). To reveal the molecular mechanism involved in the regulation of the expression of the nine common genes, we used iRegulon (Janky et al., 2014) to identify master regulators of the co-expressed genes based on the genome-wide ENCODE ChIP-seq data. iRegulon identified 20 transcriptional regulators for the nine genes with a NES >3 (**Supplementary Table S4**, Sheet 1). The network between these transcriptional regulators and their target genes is shown in **Figure 1C**. To validate the network identified by iRegulon, we used Pathway Studio (Nikitin et al., 2003) to identify the master regulators of co-expressed genes using natural language processing based text mining. Pathway Studio identified 50 regulators for the nine common genes (**Supplementary Table S5**, Sheet 1). Seven regulators were overlapped between iRegulon and Pathway Studio data. The network between the seven regulators and their target genes identified by Pathway Studio is shown in **Figure 1D**. The overlapping network correlated well with the data identified by iRegulon. For example, Pathway Studio identified FOXA1/FOXA2 as positive regulators of *IGFBP1, TF*, and *UCP3*. iRegulon also identified these three genes as targets of FOXA1/FOXA2 **Supplementary Table S4**, Sheet 1).

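In the arrays of DIO zebrafish, the levels of the 3 genes fell by unequal amounts under RSV. For tfa, the zebrafish gene that the paper pairs with TF, the log2 level was 5.06 ± 1.58 (SD, n = 3) in OF and 2.79 ± 0.39 (SD, n = 3) in OF+RSV. Its log2 fold change was -2.27 (standard error 0.68), and the 3 within-slide differences were -1.72, -4.45 and -0.63. Its probe A_15_P740488 was named only through the match with the paper's table. For ucp1, which the paper pairs with UCP3, the level was 5.32 ± 1.86 (SD, n = 3) in OF and 1.91 ± 1.69 (SD, n = 3) in OF+RSV, a log2 fold change of -3.40 (standard error 1.73). The rank product called ucp1 lower, with an estimated share of false positives of 0.108. Its within-slide differences were -3.51, -6.86 and 0.16, so that it was lower on 2 of 3 slides. The brightest of the 3 tested probes of igfbp1a had levels of 4.72, 5.07 and 7.17 in OF replicates 1, 2 and 3 and a level of 4.14 ± 1.13 (SD, n = 3) in OF+RSV, a log2 fold change of -1.51 (standard error 0.80). Its within-slide differences were -1.85, -0.05 and -2.64, and the arrays of both groups overlapped. Its other probes gave -1.92 and -1.86. The limma adjusted p was 0.664 for each of the 3 genes. Without OF+RSV replicate 2, tfa and igfbp1a passed an FDR of 0.3, with limma adjusted p values of 0.182 and 0.228, and ucp1 did not, with 0.399. In that fit 4181 of the 11281 probes passed, so that passing does not set tfa and igfbp1a apart. In a liver marker list, to which tfa and igfbp1a belong, the 17 genes outside the study's lists had a median RSV log2 fold change of -1.58 (adjusted p = 8.23e-07 from the limma set test camera, 0.722 from fry), and their array medians were lower on 2 of 3 slides. Camera presumed a correlation of 0.01 between genes, and these genes had 0.50 within groups, so that its p is too small.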

**FIGURE 1:**
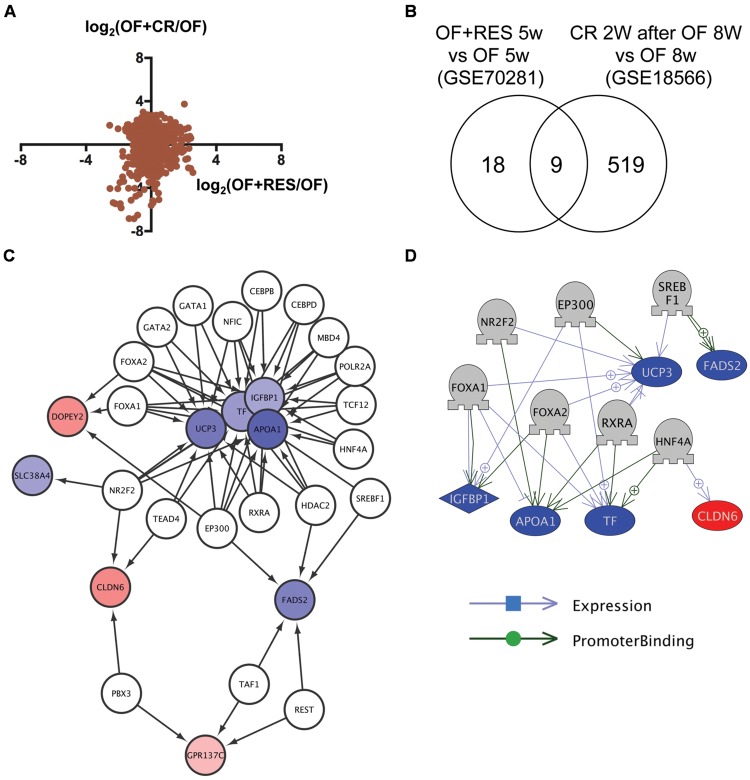
**Identification of transcriptional regulators for genes with changed expression levels common to RSV and CR in DIO zebrafish. (A)** Correlation of gene expression changes induced by RSV and CR in DIO zebrafish. **(B)** Venn diagram of the numbers of DEG by RSV and CR in DIO zebrafish. **(C)** A regulatory network identified by iRegulon for the nine genes common between the RSV and CR groups. Genes shown in blue and red are decreased and increased, respectively, by RSV or CR. **(D)** A regulatory network identified by Pathway Studio for seven regulators and their six target genes. Genes shown in blue and red indicate decreased and increased expression, respectively, by RSV or CR.

### Identification of Transcriptional Regulators for Genes Commonly Regulated by RSV and CR in Obese Humans

We then applied this analysis to determine the common mechanism of action of RSV and CR in adipose tissues of obese humans. We analyzed the transcriptome data of subcutaneous adipose tissues from obese humans with and without RSV (Konings et al., 2014) or CR (Nookaew et al., 2013) deposited to GEO as GSE42432 and GSE35710, respectively. GSE42432 contained data from males only, whereas GSE35710 contained data from both females and males. The correlation of gene expression between RSV and CR was low (**Figure 2A**, left and middle), which is consistent with the result in DIO zebrafish (**Figure 1A**), while the correlation between female and male CR was high (*r* = 0.87, *p* < 1 × 10^-4^, **Figure 2A**, right). We identified seven genes in common (**Figure 2B**, **Supplementary Table S1**, Sheet 2) among 597 genes with altered expression by RSV (**Supplementary Table S2**, Sheet 3), and 391 and 1,017 genes with altered expression by CR in females and males, respectively (**Supplementary Table S2**, Sheets 4 and 5). Gene ontology analysis revealed that 177 cell processes, including lipid metabolism, lipid degradation, and mitochondrial depolarization were enriched in the seven genes (**Supplementary Table S3**, Sheet 2). Although only one gene (transferrin) was overlapped between the nine and seven common genes in zebrafish and humans, respectively (**Supplementary Table S1**, Sheets 1 and 2), 36 gene ontologies were overlapped between the 56 and 177 gene ontologies in zebrafish and humans, respectively (**Supplementary Table S3**, Sheets 1 and 2). iRegulon identified 19 transcriptional regulators for the seven genes (**Supplementary Table S4**, Sheet 2). The network between these transcriptional regulator and their targets is shown in **Figure 2C**. Pathway Studio identified 34 regulators for the seven common genes (**Supplementary Table S5**, Sheet 2). Three regulators were overlapped between data from the iRegulon and Pathway Studio analyses. The network between the three regulators and their target genes identified by Pathway Studio is shown in **Figure 2D**. The overlapping network correlated well with the data identified by iRegulon. For example, Pathway Studio identified EP300 as a positive regulator of *LEP, TF*, and *NQO1*. iRegulon also identified these three genes as targets of EP300 (**Supplementary Table S4**, Sheet 2).

**FIGURE 2:**
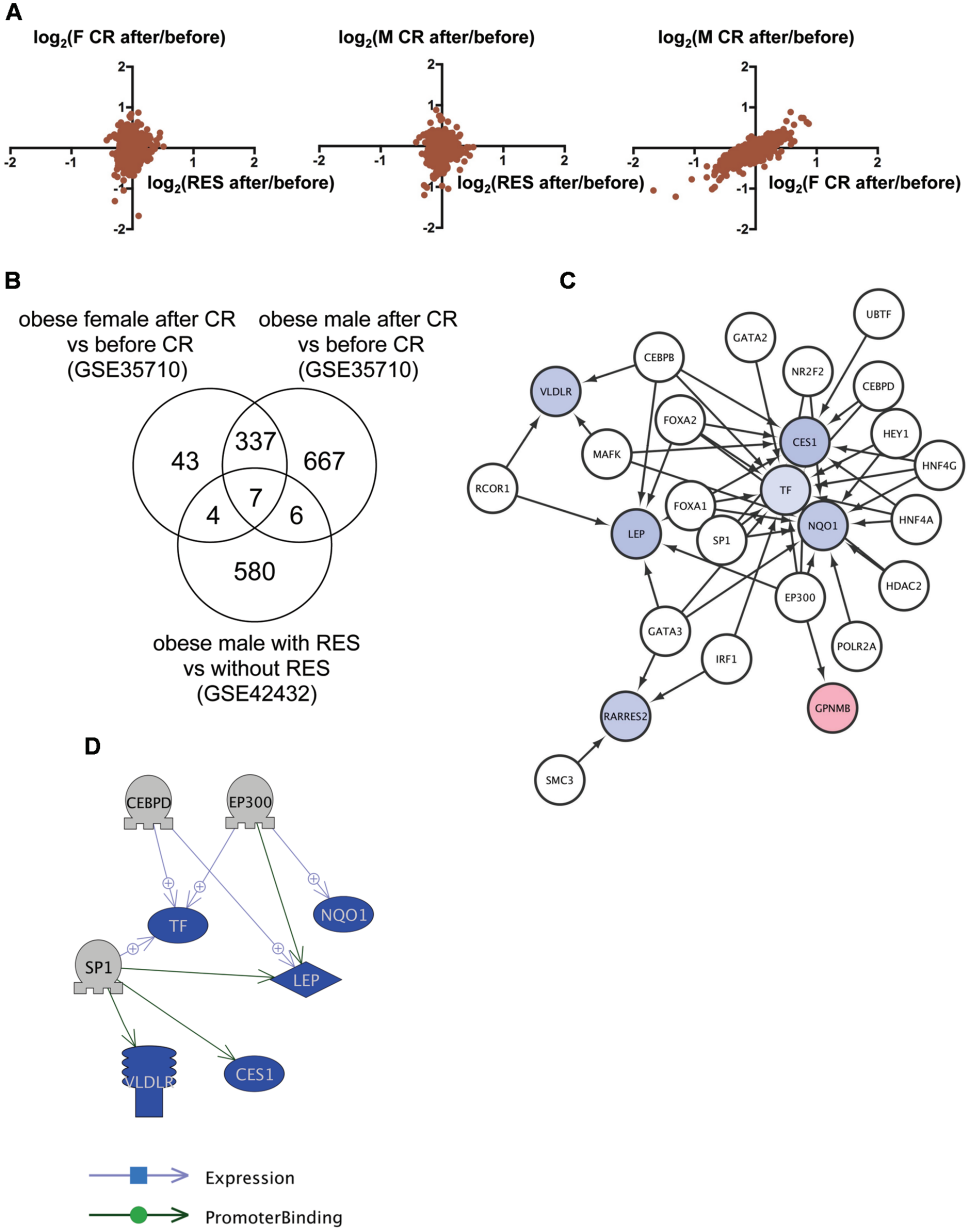
**Identification of the regulatory network of genes with changed expression levels common to RSV and CR in obese humans. (A)** Correlation of gene expression changes by RSV in obese males and CR in obese females (left) or males (middle) and CR in obese females and males (right). **(B)** Venn diagram of the numbers of DEG by RSV in obese males, or CR in obese females or males. **(C)** A regulatory network identified by iRegulon for the seven common genes among RSV in obese males, and CR in obese females and males. Genes shown in blue and red indicate decreased and increased expression, respectively, by RSV or CR. **(D)** A regulatory network identified by Pathway Studio between three regulators and their five target genes. Genes shown in blue and red indicate decreased and increased expression, respectively, by RSV or CR.

### Identification of Transcriptional Regulators for Genes Dysregulated in DIO Zebrafish

We then analyzed transcriptome data of visceral adipose tissues from female and male (Oka et al., 2010) DIO zebrafish to identify the network dysregulated in obesity. 

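Between OF and control females, limma called 11 of 11281 probes, 10 higher and 1 lower in OF, with a smallest adjusted p of 0.134, and 435 probes had an unadjusted p under 0.05. None passed an adjusted p of 0.05. The rank product called 463 probes, 270 higher and 193 lower, which held 200 named zebrafish genes. Groups did not overlap for 1438 probes, or 12.7%, where chance gives 10%. Of the 81 genes of Supplementary Table S2, Sheet 6, the rank product called 58 and limma 3, and on the authors' deposited log2 values the rank product called 78. On those values limma called 0 probes, with 402 at an unadjusted p under 0.05. Limma called 0 probes without each control replicate, OF replicate 2, OF replicate 3 or OF+RSV replicate 3, 2 without OF replicate 1, 35 without OF+RSV replicate 1 and 113 without OF+RSV replicate 2. The rank product called 212, 273, 275 and 301 probes without OF replicate 2, OF replicate 3, control replicate 1 and control replicate 3, and up to 384 without the others. Of these, 301 were higher and 0 lower without control replicate 3, whereas 134 were higher and 237 lower without OF replicate 1. Of the 200 genes called by the rank product, 32 also stood in the male list of Sheet 7, and 20 of these changed in the same direction as in males. By the rule for naming genes, the 3 largest increases past the limma threshold with groups that did not overlap were those of rfesd (log2 fold change 3.90), nt5c2l1 (3.85) and epb41b (3.19). The probes of nt5c2l1 and epb41b with these values are not the brightest of their genes, which gave 3.72 and 3.12. A list of erythroid marker genes holds epb41b, and also tal1, which limma called as well. The only decrease was that of zgc:153284 (log2 fold change -4.26, standard error 0.68, adjusted p = 0.134 from limma).
The 15 genes of Supplementary Table S1, Sheet 3, had a median log2 fold change of 2.2, with 13 higher and 2 lower in OF, cd151l and zar1. Their median difference was 1.63, 3.18 and 1.73 within slides 1, 2 and 3, and with each control or OF array left out in turn the median was between 1.42 and 2.84. For 8 of the 15 genes all 3 OF arrays lay on the same side of all 3 control arrays. Adjusted over the list alone, 14 of 15 passed 0.3 in limma, and over all probes only rfesd did. The rank product over all probes called every gene of the list except gpx1a and rbp4. The study chose the list on these arrays, so that neither the 14 of 15 nor the rank product calls are independent evidence. Tissue marker lists hold 9 of the 15 genes, and the liver list alone holds 7. RNA of other tissues in the dissected fat is thus not excluded as a source of their changes. The level of cel.2, which the paper lists as cell (CEL), was 0.08 in control replicate 2 and 9.17 and 7.05 in the other control replicates. Its log2 fold change of 2.59 (standard error 1.79, limma adjusted p = 1) became -0.09 without control replicate 2. The level of cd151l was -0.13 ± 0.13 (SD, n = 3) in OF and 2.07 ± 1.12 (SD, n = 3) in control.

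**Figure D2:**
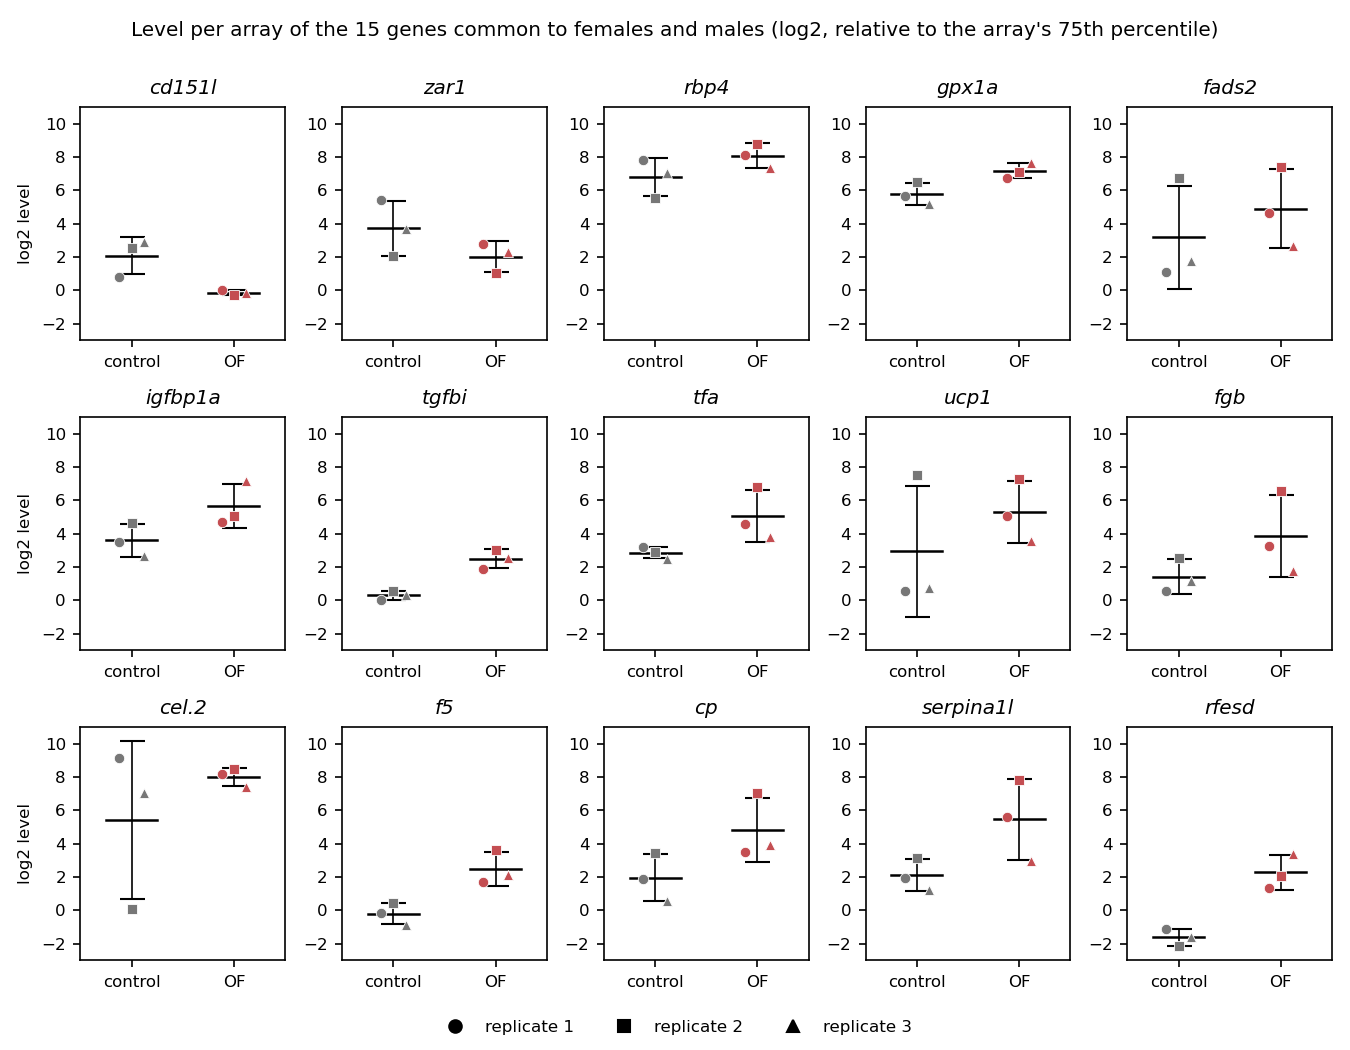
Log2 level of each of the 15 genes on each array, relative to the 75th percentile of the array, in control and OF. Symbols are arrays, with 1 symbol per replicate number, the horizontal line is the mean and the bar is the SD of 3 arrays. All OF arrays of rfesd lie above all control arrays, and for cel.2 control replicate 2 lies at 0.08.

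Across the 214 genes of the male list with a tested probe, the female log2 fold change and the log value of the paper for males had a Pearson's r of 0.14 and a Spearman's rho of 0.01, values across genes that are not independent replicates. Pearson's r was between -0.27 and 0.47 with single arrays in place of a group mean. Without the genes of the liver list, r was -0.05 and rho -0.16 over 199 genes. Genes raised in males had a median female log2 fold change of 0.13 (94 genes, camera adjusted p = 0.0624) and genes lowered in males one of 0.22 (119 genes, camera adjusted p = 0.12), against 0.07 over all probes. Under fry the adjusted p was 0.515 for both lists.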

Although the correlation of gene expression between female and male DIO zebrafish was not high (**Figure 3A**), we identified 15 genes in common (**Figure 3B**, **Supplementary Table S1**, Sheet 3) between 81 and 473 genes dysregulated in female and male DIO zebrafish, respectively (**Supplementary Table S2**, Sheets 6 and 7). Gene ontology analysis revealed that 111 cell processes, including cell damage, superoxide anion generation and blood clotting, were enriched in the 15 genes identified (**Supplementary Table S3**, Sheet 3). iRegulon identified 14 transcriptional regulators for the 15 genes (**Supplementary Table S4**, Sheet 3). The network between these transcriptional regulators and their target genes is shown in **Figure 3C**. Pathway Studio identified 61 regulators for the 15 common genes (**Supplementary Table S5**, Sheet 3). Four regulators were overlapped between the iRegulon and Pathway Studio data. The network between the four regulators and their targets is shown in **Figure 3D**. The overlapping network correlated well with the data identified by iRegulon. Pathway Studio identified CEBPB as a positive regulator of *SERPINA1, CP, IGFBP1*, and *FGB*, all of which were also identified as targets of CEBPB by iRegulon (**Supplementary Table S4**, Sheet 3).

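In the zebrafish arrays, serpina1l, the zebrafish gene that the paper pairs with SERPINA1, had a log2 level of 5.46 ± 2.42 (SD, n = 3) in OF and 2.11 ± 0.95 (SD, n = 3) in control. Its log2 fold change of 3.35 had a standard error of 1.29. The level of cp was 4.82 ± 1.95 (SD, n = 3) in OF and 1.96 ± 1.43 (SD, n = 3) in control, a log2 fold change of 2.86 (standard error 1.04), and its other tested probe gave 3.32. For fgb the level was 3.86 ± 2.45 (SD, n = 3) in OF and 1.43 ± 1.03 (SD, n = 3) in control, a log2 fold change of 2.42 (standard error 1.32). The 3 probes of igfbp1a gave log2 fold changes of 2.05 (standard error 0.80 for the brightest), 2.54 and 2.73. All 4 genes were higher in OF on each of the 3 slides, and OF and control arrays did not overlap for cp and igfbp1a (exact permutation test, two-sided, p = 0.1, the smallest p these group sizes can give). The limma adjusted p was 1 for each of the 4 genes, and the rank product called all 4 higher. The levels of serpina1l, cp and fgb were highest in OF replicate 2, without which their log2 fold changes were at their lowest, at 2.18, 1.74 and 1.08. All 4 genes belong to a liver marker list, of which the 17 genes outside the study's lists had a median log2 fold change of 1.47 in OF (camera adjusted p = 5.41e-07, fry adjusted p = 0.736). Because these genes move together, the camera p is too small here as well. The mRNA of the regulator itself, cebpb, had a log2 fold change of -0.40 (standard error 0.64, limma adjusted p = 1), which was not larger than the spread between arrays.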

**FIGURE 3:**
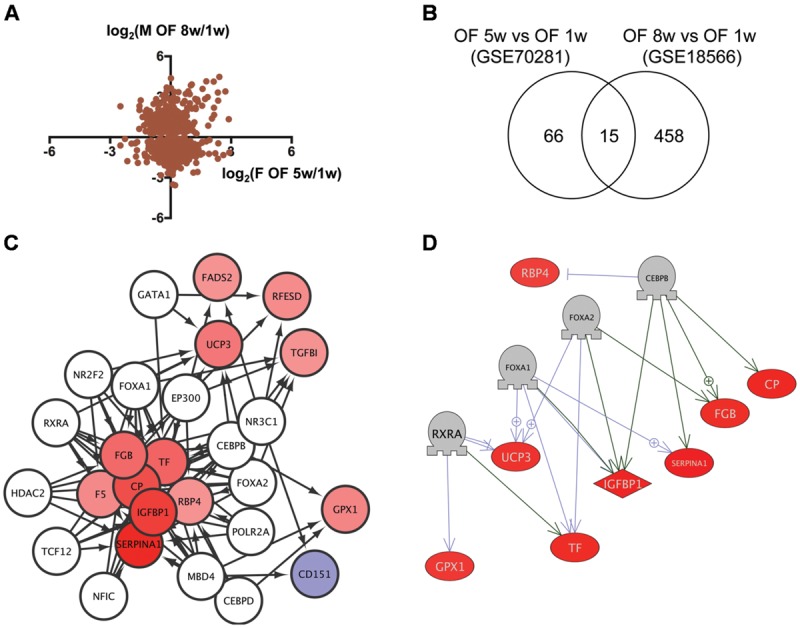
**Identification of the regulatory network for genes dysregulated in DIO zebrafish. (A)** Correlation of the change in gene expression in DIO female and male zebrafish. **(B)** Venn diagram of the numbers of DEG in DIO female and male zebrafish. **(C)** A regulatory network identified by iRegulon for the 15 common genes between female and male DIO zebrafish. Genes shown in blue and red indicate decreased and increased expression, respectively, by obesity. **(D)** A regulatory network identified by Pathway Studio for four regulators and their eight target genes. Genes shown in blue and red indicate decreased and increased expression, respectively, by obesity.

### Identification of Transcriptional Regulators for Genes Dysregulated in Obese Humans

To identify regulatory network for genes dysregulated in obese humans, we analyzed the transcriptome data of adipose tissues from obese human females (Deng et al., 2013) and males (Tam et al., 2011) deposited to GEO as GSE44000 and GSE29718, respectively. As shown in **Figure 4A**, the correlation of gene expression between obese human females and males was relatively high (*r* = 0.37, *p* < 1 × 10^-4^). We identified 46 genes in common (**Figure 4B**; **Supplementary Table S1**, Sheet 4) between 1,736 and 124 genes dysregulated in obese human females and males, respectively (**Supplementary Table S2**, Sheets 8 and 9). Gene ontology analysis revealed that 350 cell processes, including lipid peroxidation, oxidative stress, and inflammatory response were enriched in the 46 genes (**Supplementary Table S3**, Sheet 4). Although there was no overlap between the 15 and 46 common genes in zebrafish and humans, respectively (**Supplementary Table S1**, Sheets 3 and 4), 73 gene ontologies were overlapped between the respective 111 and 350 gene ontologies in zebrafish and humans (**Supplementary Table S3**, Sheets 3 and 4). iRegulon identified 10 transcriptional regulators for the 46 common genes (**Supplementary Table S4**, Sheet 4). The network between these regulator and their targets is shown in **Figure 4C**. Pathway Studio identified 428 regulators for the 46 common genes (**Supplementary Table S5**, Sheet 4). Five regulators were overlapped between the iRegulon and Pathway Studio data. The regulatory network between the five regulators and their 18 target genes is shown in **Figure 4D**.

**FIGURE 4:**
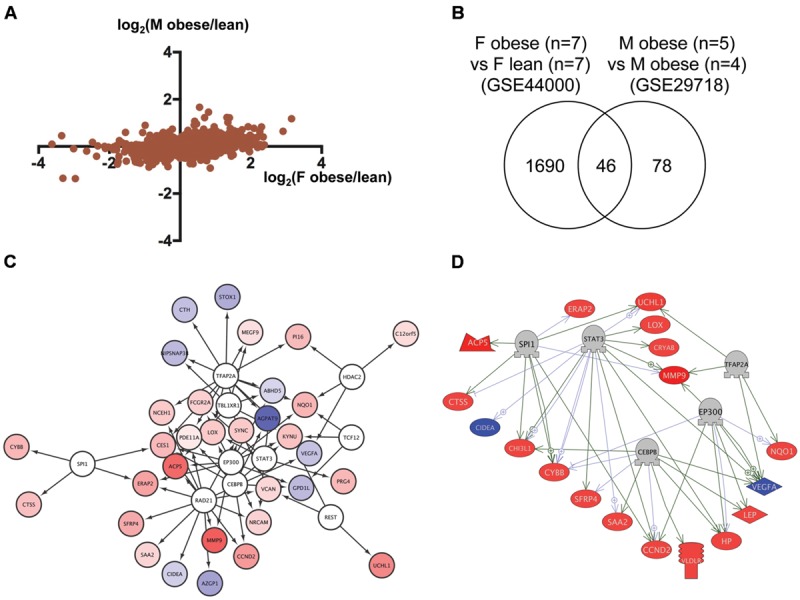
**Identification of the regulatory network for genes dysregulated in obese humans. (A)** Correlation of genes dysregulated in adipose tissues from female and male obese humans. **(B)** Venn diagram of the numbers of DEG in obese females and males. **(C)** A regulatory network identified by iRegulon for the 46 common genes between obese females and males. Genes shown in blue and red indicate decreased and increased expression, respectively, by obesity. **(D)** A regulatory network identified by Pathway Studio for five regulators and their 18 target genes. Genes shown in blue and red indicate decreased and increased expression, respectively, by obesity.

## Identification of Common Transcriptional Regulators Targeted by RSV and CR

To reveal which transcriptional regulators might be involved in the common mechanism of RSV and CR, we performed *K*-Means clustering (Soukas et al., 2000) of transcriptional regulators identified by iRegulon based on their NES (**Supplementary Table S4**). As shown in **Figure 5A**, the *K*-Means clustering classified these transcriptional regulators into seven clusters. The clustering revealed that HDAC2, CEBPB, and EP300 (Cluster 7) were transcriptional regulators for genes dysregulated in obesity and normalized by RSV and CR in both DIO zebrafish and obese human. NR2F2, POLR2A, CEBPD (Cluster 5), and FOXA1, FOXA2 (Cluster 6) were transcriptional regulators for genes dysregulated in DIO zebrafish and normalized by RSV and CR in both DIO zebrafish and obese humans. Gene ontology analysis revealed that 161 cell processes were enriched in the eight transcriptional regulators in Clusters 5, 6, and 7 (**Supplementary Table S3**, Sheet 5). Five cell processes (adipocyte differentiation, aging, energy homeostasis, lipid metabolism, and lipid storage) were overlapped with those enriched in genes dysregulated in obesity and normalized by RSV and CR in both DIO zebrafish and obese humans (**Supplementary Table S3**, Sheet 6). The network between these transcriptional regulators and cell processes identified by Pathway Studio is shown in **Figure 5B**. It was demonstrated that EP300 activates CEBPB, CEBPB, FOXA1, and FOXA2 by acetylation (Wang et al., 2006, 2013b; Cesena et al., 2007; Kohler and Cirillo, 2010). These findings suggest that EP300 might be a key transcriptional regulator involved in the common therapeutic mechanism of RSV and CR in adipose tissues of obese individuals.

**FIGURE 5:**
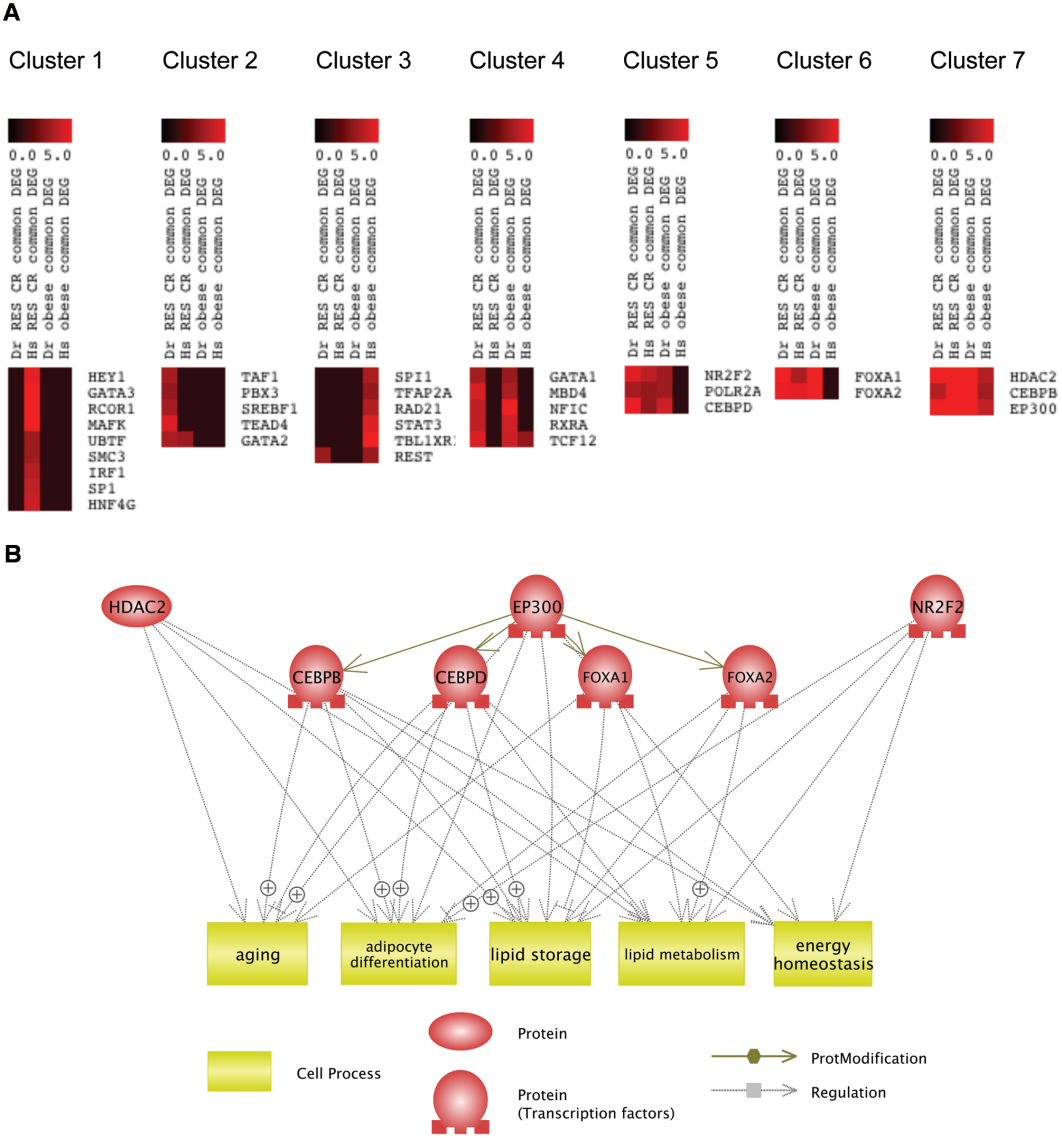
**Identification of common transcriptional regulators targeted by RSV and CR. (A)** *K*-Means clustering of regulators identified by iRegulon based on their NES in each analysis. **(B)** Network between transcriptional regulators in Clusters 5, 6, and 7 and cellular functions enriched in these transcriptional regulators and the genes dysregulated in obesity and normalized by RSV or CR.

### Inhibition of EP300 Reduces Adiposity in Larval Zebrafish

The network between EP300 and the target genes identified by iRegulon is shown in **Figure 6A**. It was demonstrated that EP300 increased the expression of *TF* (Chaudhary and Skinner, 2001), *IGFBP1* (Nasrin et al., 2000), *NQO1* (Macoch et al., 2015), and *LEP* genes (Cascio et al., 2008). 

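Of the zebrafish genes in this network, those from the comparison of OF with control and not described above are rfesd, f5, tgfbi, rbp4 and fads2. The level of rfesd (probe A_15_P103822) was 2.28 ± 1.03 (SD, n = 3) in OF and -1.62 ± 0.53 (SD, n = 3) in control, a log2 fold change of 3.90 (standard error 0.58, adjusted p = 0.134 from limma). On the authors' deposited log2 values its log2 fold change was 1.32, with a limma adjusted p of 0.945. With single control or OF arrays left out its adjusted p was between 0.269 and 0.709, and of these 6 fits it passed 0.3 in the one without OF replicate 1. For f5 the level was 2.47 ± 1.02 (SD, n = 3) in OF and -0.19 ± 0.66 (SD, n = 3) in control (log2 fold change 2.66, standard error 0.61, limma adjusted p = 0.504). For tgfbi it was 2.49 ± 0.57 (SD, n = 3) and 0.31 ± 0.28 (SD, n = 3), with a log2 fold change of 2.19 (standard error 0.58, limma adjusted p = 0.82). The OF and control arrays did not overlap for these 3 genes. They did overlap for rbp4, with a log2 fold change of 1.28, and for fads2, with one of 1.71 (limma adjusted p = 1 for both). Under RSV, fads2 had a log2 fold change of -3.28 (standard error 1.57), with within-slide differences of -2.42, -7.57 and 0.15. The level of dopey2 was 4.49 ± 3.88 (SD, n = 3) in OF+RSV and 2.64 ± 1.66 (SD, n = 3) in OF, and its log2 fold change was 4.02 without OF+RSV replicate 2 and 0.27 without OF+RSV replicate 1.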

The expression of these genes increased in obesity (**Supplementary Figure S2**; **Supplementary Table S1**, Sheets 3 and 4) and was normalized by RSV and CR (**Supplementary Figure S2**; **Supplementary Table S1**, Sheets 1 and 2) in adipose tissues of zebrafish and humans. These results suggest that EP300 might be activated in obesity and that both RSV and CR may suppress the activity of EP300 in adipose tissues. 

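Of these genes, tfa and igfbp1a had tested probes in the zebrafish arrays. The level of tfa in control fish was 2.86 ± 0.34 (SD, n = 3), and its log2 fold change in OF against control was 2.2 (standard error 0.68, limma adjusted p = 1). All 3 OF arrays lay above all control arrays and above all OF+RSV arrays (exact permutation test, two-sided, p = 0.1 for each comparison, the smallest p that 3 arrays against 3 can give). The OF+RSV mean of tfa differed from the control mean by -0.07. The level of igfbp1a in control fish was 3.6 ± 0.99 (SD, n = 3), and the OF+RSV mean differed from it by 0.54.

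**Figure D3:**
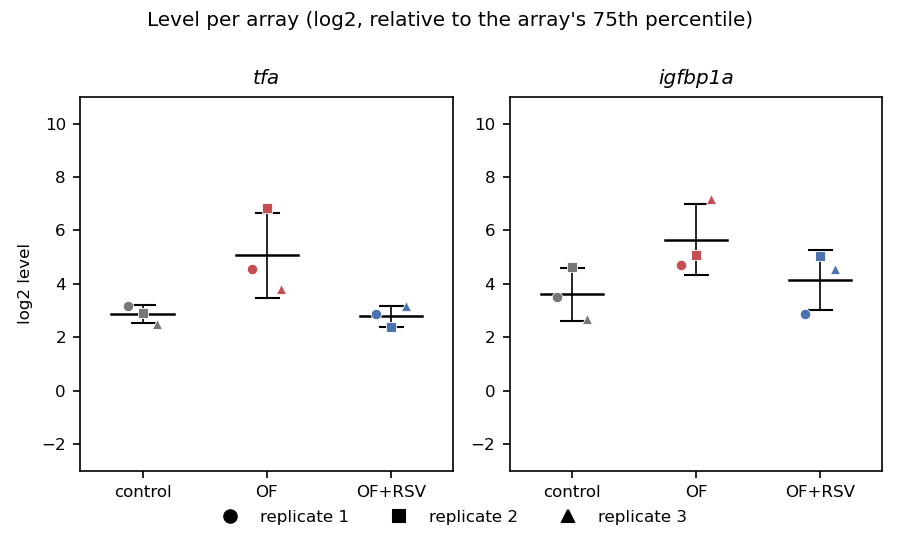
Log2 level of tfa and igfbp1a on each array, relative to the 75th percentile of the array, in control, OF and OF+RSV. Symbols are arrays, with 1 symbol per replicate number, the horizontal line is the mean and the bar is the SD of 3 arrays. The OF+RSV mean lies -0.07 from the control mean for tfa and 0.54 from it for igfbp1a.

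The same 3 OF arrays enter both comparisons, which sets their changes against each other even where no group differs. Over all 11281 probes the RSV and obesity log2 fold changes had an r of -0.55. In 1000 simulated experiments with no group difference and the same shared arrays, which kept how the probes move together, r had a median of -0.54, and the central 95% lay between -0.94 and 0.51. Among all 5673 named genes, 65.0% had opposite signs. From the increase of these genes in obesity and their return under RSV and CR, together with reports that EP300 raises their expression, the paper proposes that EP300 might be activated in obesity and that RSV and CR may reduce its activity in adipose tissue.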

To examine the effect of EP300 on adiposity, we used a selective EP300 inhibitor C646 that competes for AcCoA binding to EP300 (Bowers et al., 2010). As shown in **Figure 6B**, the abdominal area of larval zebrafish stained by Nile Red was significantly decreased by 2 μM C646, 200 μM RSV, or co-treatment of 2 μM C646 and 200 μM RSV. However, the reduction of adiposity was not significantly different among the three treatment groups. These results suggest that the inhibition of EP300 might be a major therapeutic mechanism of RSV. It was shown that CR decreased intracellular AcCoA (Marino et al., 2014) suggesting that CR might inhibit EP300 through reducing AcCoA.

**FIGURE 6:**
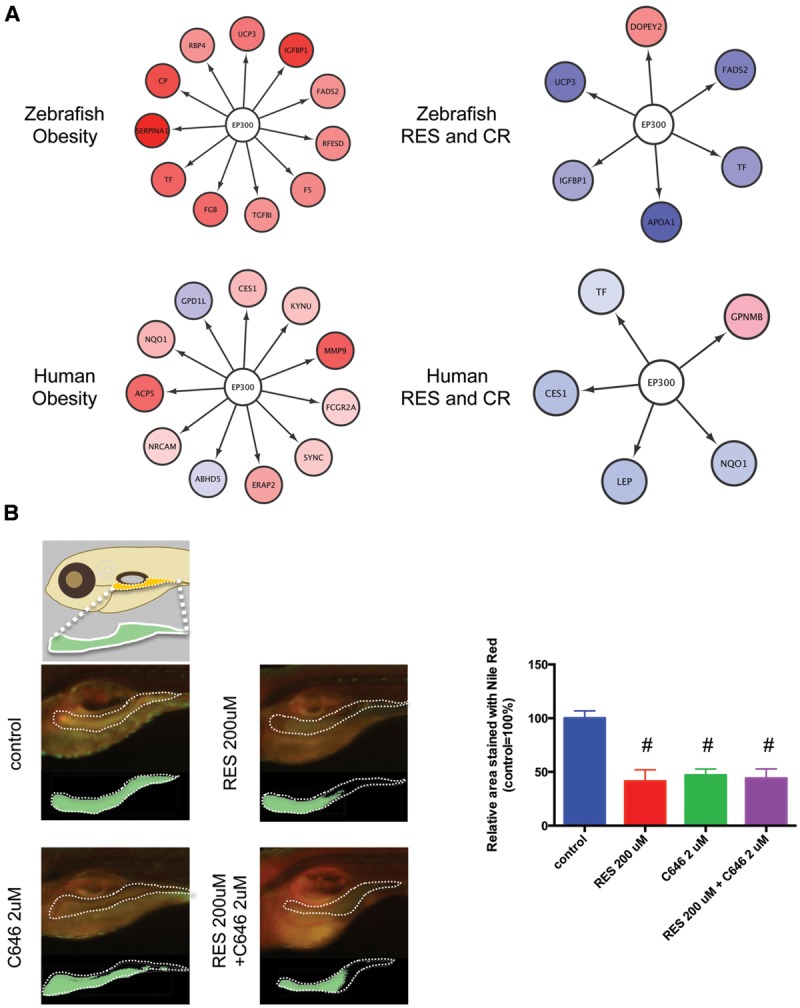
**Inhibition of EP300 reduces the adiposity in larval zebrafish. (A)** Network between EP300 and the target genes identified iRegulon in adipose tissues of DIO zebrafish and obese humans with and without RES and CR. **(B)** Changes in the visceral adiposity of zebrafish treated with RES and/or C646. The area stained with Nile Red is shown compared with that of control (arbitrarily defined as 100%). Values are the means ± SEM. *N* = 10–12/group. #*p* < 0.05 vs control.

## Discussion

In this study, we demonstrated that the inhibition of EP300 might be common therapeutic mechanism of CR and RSV in adipose tissues of obese individuals. EP300 is a transcriptional coactivator with various functions (Wang et al., 2013a), including linking DNA-bound TF to basal transcription machinery, relaxing chromatin structure through its histone acetyltransferase activity, and modulating the function of various proteins through the lysyl acetyltransferase activity (Wang et al., 2013a).

It was demonstrated that EP300 acetylated FXR, a master regulator of lipid homeostasis (Modica et al., 2010) and that the acetylation of FXR was constitutively activated in obesity (Kemper et al., 2009). EP300 also activated the transcription of genes encoding TG synthetic enzymes (Bricambert et al., 2010). Disrupting the function of EP300 in mice resulted in the reduction of white adipose tissue and plasma TG (Bedford et al., 2011). These findings suggest that EP300 might be activated in obesity and that the inhibition of EP300 would be a potential therapeutic strategy in obesity.

It was shown that RSV inhibited EP300 through the activation of SIRT1 (Shakibaei et al., 2011). When activated, SIRT1 promoted the deacetylation of lysine residues on EP300, resulting in the inhibition of acetyltransferase activity of EP300 (Kume et al., 2007). Because SIRT1 is also activated by CR (Guarente, 2013), CR might inhibit EP300 through the activation of SIRT1. However, CR also decreases intracellular AcCoA through SIRT3 (Hebert et al., 2013). Furthermore, CR inhibited EP300 through the depletion of AcCoA in the heart and skeletal muscle of mice, leading to the deacetylation of cellular proteins and activation of AMP-dependent protein kinase (Marino et al., 2014). These findings suggest that EP300 might be inhibited by RSV and CR in adipose tissues either dependently or independently of SIRT1.

In this study, we performed comparative transcriptome analysis of adipose tissues from DIO zebrafish and obese humans to identify a common therapeutic mechanism of RSV and CR. There are multiple methods to identify common pathways using comparative transcriptome analysis. The simplest way is to identify DEG that overlap among different transcriptome data. For example, we identified 46 DEG that overlapped between obese human females and males. Among the DEG, several genes were also identified as DEG in other transcriptome analyses not included in this study. These genes include carboxyl esterase 1 (*CES1*; Jernas et al., 2009), NAD(P)H dehydrogenase, quinone 1 (*NQO1*; Kim et al., 2011), cathepsin S (*CTSS*; Lee et al., 2005), matrix metallopeptidase 9 (*MMP9*; Lee et al., 2005). The expression of these genes was linked to adiposity (Taleb et al., 2005; Palming et al., 2007; Jernas et al., 2009), suggesting that the DEG replicated in multiple transcriptome data is a good and robust marker for obesity.

However, the lists of DEG do not always overlap between the same intervention in different strains/species or between related interventions in the same strains/species (Allison et al., 2006; Antosh et al., 2011). Therefore, the identification of overlapped DEG by comparative transcriptome analysis might be too stringent, resulting in overlooking important genes and pathways. To circumvent this, group testing is widely used. For example, the list of DEG from each transcriptome analysis can be compared with predefined gene sets related to specific functions calculating which gene sets are represented in the list of DEG at a level greater than that expected by chance alone (Manoli et al., 2006). By comparing the gene sets significantly enriched in each list of DEG, common pathways can be identified among multiple transcriptome data. Using this group analysis, several pathways have been successfully identified as common targets of CR and RSV, including “chromatin assembly or disassembly” (Barger et al., 2008). Functions related to chromatin were also identified as enriched categories in CR by another comparative transcriptome analysis (Wuttke et al., 2012). In this study, we performed *cis*-regulatory sequence analysis as a group analysis and identified EP300 as a common therapeutic target of CR and RSV. Taken together, these findings suggest that both CR and RSV may normalize the dysregulation of chromatin functions by EP300.

We also identified that the transcriptional regulators CEBPB and HDAC2 might be common therapeutic targets of RSV and CR. EP300 interacts with CEBPB at the promoter of targeted genes (Rastogi et al., 2013) and HDAC2 and EP300 compete for binding to promoters of their target genes (Meng et al., 2009). Indeed, the binding regions of EP300, CEBPB, and HDAC2 in the promoters of transferrin (*TF*; **Supplementary Figure S2**), insulin-like growth factor binding protein 1 (*IGFBP1*; **Supplementary Figure S3**) and *NQO1* (**Supplementary Figure S4**), whose expression was increased in obesity and was normalized by CR or RSV (**Figure 6A**), overlap. This might explain why iRegulon identified CEBPB and HDAC2 as transcriptional regulators. However, we cannot exclude the possibility that the activity of HDAC2 might be inhibited in obesity and normalized by CR and RSV. A previous study reported that mitogen-activated protein kinase phosphatase 3 deficient mice were protected from DIO and that the activation of HDAC2 by increased phosphorylation of Ser394 had a major role in the protection (Feng et al., 2014). Further studies are required to examine whether HDAC2 is involved in the therapeutic mechanism of CR and RSV.

## Conclusion

We demonstrated that the inhibition of EP300 might be a common therapeutic mechanism of CR and RSV. To our knowledge, this is the first study to indicate EP300 might be a potential therapeutic target of CR and RSV in adipose tissues. Chemicals and natural products that inhibit EP300 might function as CR mimetics to reduce adiposity in obesity.

## Author Contributions

YN conceived the study, analyzed the data and wrote the manuscript. SS performed experiments using larval zebrafish. MA, SI, and YS performed experiments using adult DIO zebrafish. KK and RK helped to perform the experiments. RY, TU, TY, and RT conceived the study and measured RSV contents in food. TT conceived the study and wrote the manuscript.

## Conflict of Interest Statement

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Abbreviations

AcCoA: acetyl coenzyme A
BMI: body mass index
CR: caloric restriction
DIO: diet-induced obese
dpf: days post-fertilization
FXR: farnesoid X receptor
GEO: Gene Expression Omnibus
mpf: months post-fertilization
OF: overfeeding
RSV: resveratrol
TF: transcription factors
TGs: triglycerides

How the deposited data were processed for this re-analysis (not part of the article)

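Visceral adipose tissue of female zebrafish of the MieKomachi 001 line was hybridized to 9 Agilent zebrafish arrays, 3 for each of the control, OF and OF+RSV groups, with 1 Cy3-labeled sample per array. The authors scanned the arrays and, per the file headers, used Feature Extraction to subtract the background from the intensity of each spot and to remove spatial trends, without a normalization between arrays. The authors also deposited log2 values that they had normalized between the arrays. The paper's text names limma for this normalization, without the function or its settings. The deposited log2 values had a correlation between 0.944 and 0.987 with the values computed here on the same array, and between 0.994 and 0.996 with those of the normexp alternative described below. The array design was built on the danRer6 (Zv8) genome.

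Each array held 43603 probes that are not controls, on 43803 spots. Between 31.4% and 44.9% of these spots were well above background. The number of arrays limits the precision of every value, and the share of spots above background limits which genes could be tested. Intensities were set relative to the 75th percentile of the array on the log2 scale and averaged over the spots of a probe. The 4 flags of the paper's filter had to be passed on all 9 arrays, which left 11281 probes. The flag for saturation removed no spot. RefSeq accessions named 25173 probes (57.7%). A further 7832 probes carry only an Ensembl transcript and stayed without a gene name. For 6 genes of the paper's tables, dopey2, gpr137ba, epb49, tfa, eef2l2 and f5, the probe was found by matching the table's log value to the deposited log2 values within 5e-05. The probe with the highest mean level stands for a gene.

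Groups were compared with limma 3.58.1 in R 4.3.3 (lmFit and eBayes, group as the only term, all 9 arrays), with two-sided tests and Benjamini-Hochberg adjustment at 0.3, the FDR of the paper. The fit had 6 residual degrees of freedom. RankProd was not used here. Its statistic was computed anew, as the geometric mean of the ranks of a probe over the 9 ratios between the arrays of both groups, with 100 permutations within arrays, and a probe was called at an estimated share of false positives under 0.3. Sets of genes were tested with the limma functions camera (preset correlation 0.01) and fry, at an adjusted p of 0.05. Where the genes of a list moved together by more than that preset, the camera p is too small. The 4 lists of genes changed by CR or in male obesity were adjusted together, as were the 18 tests of 9 tissue marker lists (liver, ovary, exocrine pancreas, endocrine pancreas, erythroid, adipocyte, skeletal muscle, intestine and leukocyte) in both comparisons. The marker lists were written from general knowledge, after the paper's tables had been read. They were also tested without the genes of the paper's zebrafish tables of these samples. How far the genes of a marker list moved together was measured as their mean pairwise correlation over the 9 arrays after each group's mean was removed, beside 10000 random lists of genes of like level. Exact permutation tests were two-sided, with a smallest p of 0.1 for 3 arrays against 3. Tables were read with data.table 1.17.8 and figures drawn with matplotlib 3.10.9.

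The genes named in the text are the zebrafish genes of Supplementary Table S1, Sheets 1 and 3, the zebrafish genes of the regulators the paper names, and nqo1, lepa and lepb. Beside these, up to 3 higher and 3 lower named genes were taken per comparison, those with the largest log2 fold change among probes past the limma threshold for which the arrays of both groups did not overlap. Where no probe passed, the 20 probes with the smallest p were used. The values of the paper's tables had been seen when this rule was written. In simulated data with each probe's own spread, in which 200 probes were changed by 2 on the log2 scale, limma called 70% of them in the RSV comparison and 67% in the obesity comparison. With a change of 1 it called 0% and 0.5%. With no change, the rank product called 62 and 80 probes when probes kept their own spread and 0 when all probes had an equal spread. With each probe's own spread, 53.8% and 52.3% of the rank product calls were false at a change of 2. At a change of 1 these shares were 88.5% and 93.1%.

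Arrays with the same replicate number shared a slide, so the replicate numbers were tested for pairing. The correlation over probes between the deviations of same-numbered arrays from their group means was 0.13, 0.03 and -0.07 between OF+RSV and OF and 0.01, 0.14 and 0.28 between OF and control, and the replicate number was used as a block only in an alternative. The alternatives were normexp background correction (offset 50) with quantile normalization, quantile normalization alone, scaling to the median, the authors' deposited log2 values, a filter within at least 1 group (15723 probes), no filter on dim probes (43513 probes), saturated spots kept, each array left out in turn, the replicate block, a fit to only the 6 arrays compared, the mean of a gene's probes, another seed, a threshold of 0.05, fry, and lists without liver genes or without the study's genes. Normexp was run on the median signal of spots and background, in place of the mean signal it had been planned for, which is not among the columns of the files. The conversion to human orthologs, the human samples, the male and CR samples and the larval experiment were not analysed here.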

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

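The tests of the erythroid genes and of the endocrine pancreas genes moving together, and the comparison of the globin genes with other erythroid genes, were chosen after the result was seen, and the test of the liver genes was chosen before. Camera presumed a correlation of 0.01 between genes. Within groups it was 0.50 for the liver, 0.87 for the endocrine pancreas and 0.31 for the erythroid genes below. Their camera p-values are therefore too small, and none of these lists passed fry.

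Genes of the liver list outside the study's lists, which the paper does not discuss, were on average higher in OF than in control. The 17 genes had a median log2 fold change of 1.47 (limma camera adjusted p = 5.41e-07, fry adjusted p = 0.736). The array medians of these genes were 3.53, 3.24 and 3.12 in the control replicates and 3.98, 5.69 and 3.21 in the OF replicates, so that OF replicate 3 lay below control replicates 1 and 2. The most abundant were vtg7 (mean log2 level 7.58 in control and 9.04 in OF), vtg6 (6.12 and 7.80), vtg4 (5.13 and 7.71) and fabp10a (5.28 and 7.55). Of the 28 tested genes of the whole list, 11 are in the study's lists and 1 is also in the adipocyte list. For the whole list the median was 1.88, and it was between 1.12 and 2.3 with each control or OF array left out and between 1.09 and 2.33 under the other alternatives, among them the authors' own normalization. A difference in scaling is not enough to explain it, since median scaling shifts all obesity changes by -0.11. The 17 genes moved together from array to array within groups, with a mean pairwise correlation of 0.50, which none of 10000 random lists reached (0%). This is consistent with liver RNA in the dissected fat in amounts that differ between samples. Hepatic genes expressed by the fat itself and raised by overfeeding stay open, since no test here separates them from liver RNA.

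Genes of the endocrine pancreas list outside the study's lists were also on average higher in OF than in control. The 5 genes (sst2, ghrl, scg5, pdx1 and neurod1) had a median log2 fold change of 1.29 (limma camera adjusted p = 0.0468, fry adjusted p = 0.736). Their array medians were 3.90, 1.26 and 2.41 in the control replicates and 1.71, 5.96 and 3.00 in the OF replicates, and both groups overlapped. The most abundant genes of the whole list were ins (7.10 in control and 7.92 in OF), gcga (6.08 and 8.06) and sst2 (5.64 and 7.15). Of its 8 tested genes, 3 are in the study's lists. The median of the whole list was 1.40, and it was between 0.11 and 2.24 with each control or OF array left out and between 0.78 and 1.44 under the other alternatives. The camera adjusted p of the whole list was between 2.53e-07 and 0.562 over its alternatives, of which 14 of 16 passed. The 5 genes moved together within groups with a mean pairwise correlation of 0.87, which 0.01% of 10000 random lists reached. A candidate explanation is islet RNA that differs from sample to sample. The genes of the exocrine pancreas were the brightest of the arrays, with 11 of the list in the 100 highest levels, and their median log2 fold change outside the study's lists was -0.08 in the same comparison. A change in islet genes with overfeeding was not tested apart from this.

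Erythroid genes outside the study's lists were on average higher in OF than in control as well, with a median log2 fold change of 0.91 over 12 genes (limma camera adjusted p = 6.48e-06, fry adjusted p = 0.722). Their array medians were 1.62, 0.65 and 1.28 in the control replicates and 2.16, 1.2 and 2.47 in the OF replicates. The most abundant were ba1l (9.05 in control and 9.92 in OF) and hbba1 (8.90 and 9.86). Of the 18 tested genes of the whole list, 6 are in the study's lists. The whole list had a median of 1.91, between 1.45 and 2.35 with each control or OF array left out and between 0.99 and 2.02 under the other alternatives, and it passed under all 16 alternatives with camera. The 12 genes moved together within groups with a mean pairwise correlation of 0.31, which 0.74% of 10000 random lists reached. This is consistent with blood RNA in the dissected fat in amounts that differ between samples. Blood RNA would raise the globin genes by as much as the others. Outside the study's lists, the 5 globin genes had a median of 0.96 and the 7 other genes one of 0.48 (exact permutation test over 792 assignments, p = 0.747), which decides nothing. With the 6 genes of the study's lists, which were chosen on these arrays, the median of the other genes was 2.72. A change in erythroid genes or in blood cells with overfeeding stays open as untested.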

How the results depend on the processing

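All alternatives below were set before the data were examined, so that no test of this part was chosen after the result was seen, except that normexp was moved to the median signal once the columns of the files were known. Where a value changed, the cause was not tested unless a sentence names it. The arrays left out were those of the 2 groups compared, and all 9 for the limma counts, the correlation between the RSV and obesity changes and the number of tissue tests that passed.

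In the RSV comparison, limma called 0 probes under all 10 alternatives that keep every array (between 385 and 1495 probes at an unadjusted p under 0.05 where a new fit was made), and with each array left out it called between 0 and 4181, the latter without OF+RSV replicate 2. The 75 probes of the rank product became 181 with normexp and quantile normalization, 162 on the authors' deposited values, 197 with no filter on dim probes, 153 with the replicate block and 4 at a threshold of 0.05, where the stricter threshold is the cause. With each array left out the rank product called between 2 (without OF replicate 2) and 419 (without OF+RSV replicate 2). The 56 higher and 19 lower calls turned to mostly lower with the filter within at least 1 group (10 and 61), no filter on dim probes (25 and 172) and without OF+RSV replicates 1 (4 and 85) and 3 (0 and 85). Of the 71 probes it called with the filter within at least 1 group, 10 were among the 75.

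In the obesity comparison, the 11 probes called by limma became 0 with normexp and quantile normalization (382 at an unadjusted p under 0.05), 25 with median scaling, 0 on the authors' values (402 at an unadjusted p under 0.05), 28 with the filter within at least 1 group, 60 with only the 6 arrays compared and 0 at a threshold of 0.05. With each array left out it called between 0 and 113, and none of these 9 counts was within 1.5 times 11. The 463 probes of the rank product became 786 with the filter within at least 1 group, 868 with no filter on dim probes and 77 at a threshold of 0.05. With each array left out it called between 212 (without OF replicate 2) and 384 (without control replicate 2). The 270 higher and 193 lower calls turned to mostly lower without OF replicates 1 (134 and 237), 2 (82 and 130) and 3 (113 and 160), and without control replicate 3 they were 301 and 0.

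The median of the 9 genes common to RSV and CR was between -2.51 and -1.48 with each array left out and between -2.10 and -1.46 under the other alternatives. For the 15 genes common to females and males these ranges were 1.42 to 2.84 and 1.06 to 2.38. The correlation with the CR values was between 0.11 and 0.22 with each array left out, and -0.00432 without the liver list. The correlation with the male values ran from -0.06 without control replicate 1 to 0.40 without control replicate 2, less than its spread between single arrays, and it was -0.05 without the liver list. The correlation between the RSV and obesity changes was between -0.66 and -0.40 with each array left out and between -0.61 and -0.46 under the others.

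Median scaling shifts all RSV changes by 0.23 and all obesity changes by -0.11. Under it the CR-lowered genes had a median of -0.18 and passed camera (adjusted p = 0.0272), the genes raised in males had 0.025 (adjusted p = 0.00854) and those lowered in males 0.11 (adjusted p = 0.0480). With no filter on dim probes the CR-lowered genes had a median of -0.49 and passed (adjusted p = 0.0113). With fry in place of camera the CR-raised genes, at a median of -0.52, no longer passed (adjusted p = 0.515), and 0 of the 18 tissue tests passed, where camera had passed 9. With each array left out, the CR-lowered genes ran from -0.82 (without OF+RSV replicate 2) to 0.028 (without OF+RSV replicate 1), the CR-raised genes from -0.65 (without OF+RSV replicate 2) to -0.24 (without OF replicate 2), the genes raised in males from -0.19 (without control replicate 3) to 0.54 (without control replicate 2) and those lowered in males from -0.023 (without control replicate 2) to 0.53 (without control replicate 1). Over these sets with arrays left out, the adjusted p from limma camera was between 0.0486 and 0.488 for the CR-lowered genes, 7.19e-05 and 0.2 for the CR-raised genes, 3.82e-08 and 0.748 for the genes raised in males and 3.17e-05 and 0.742 for those lowered in males.

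Between 7 and 10 tissue tests passed with each array left out. The adipocyte list had a median RSV change of -0.84, which ran from -1.52 without OF+RSV replicate 2 to 0.10 without OF+RSV replicate 1, where its direction was reversed. Over all 18 tissue list results, 268 values under the alternatives stayed on their side of the threshold in the same direction, 28 fell below it, 8 rose above it, 19 without a called direction moved and 1 was reversed. Under the replicate block, 40 of 41 gene results, 17 of 18 tissue list results and 13 of 14 other results kept direction and call. The exceptions were epb41b (adjusted p = 0.340), the adipocyte list under RSV (adjusted p = 0.0584) and the RSV rank product.

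For the 41 gene results, 598 of 656 values under the alternatives stayed on their side of the threshold in the same direction, 34 fell below it, 13 rose above it, 11 moved and 0 were reversed. Of the 13, 12 came from the fits without OF+RSV replicate 2. The 34 concern rfesd, nt5c2l1, epb41b and zgc:153284 in obesity. Their limma adjusted p ran from 0.106 to 1 over the alternatives, and with a single control or OF array left out only rfesd passed, without OF replicate 1 (0.269). Keeping saturated spots changed nothing because none was saturated. The mean of a gene's probes does not apply to counts of probes. Between 31.4% and 44.9% of the spots were well above background, and genes such as nqo1, lepa and lepb were below it on at least 1 array and were left out of the tests.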

Differences from the paper's values

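No test of this part was chosen after the result was seen, since all alternatives named were set before the data were examined, apart from the use of the median signal in normexp, which the columns of the files required.

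The paper lists 27 genes for RSV, and the rank product here called 41 named zebrafish genes. The paper's count is of genes after the conversion to human orthologs, which was not repeated here. The count was within 1.5 times the paper's with quantile normalization (39), with the filter within at least 1 group (39), without OF+RSV replicate 1 (34), without OF+RSV replicate 3 (29) and without OF replicate 1 (29). It was not with normexp and quantile normalization (78), the authors' deposited values (73), no filter on dim probes (104), the replicate block (87), a threshold of 0.05 (2), median scaling or saturated spots kept (41 each), another seed (42), or without OF+RSV replicate 2 (216), OF replicate 2 (1) or OF replicate 3 (42). Of the paper's 27 genes, 11 were called here, 22 with normexp and quantile normalization and 24 on the authors' deposited values.

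For female obesity the paper lists 81 genes, and the rank product here called 200 named genes. The count was within 1.5 times the paper's without OF replicate 2 (99) and without OF replicate 3 (118), and under no other alternative. The others ran from 38 at a threshold of 0.05, and from 129 without control replicate 1, up to 387 with no filter on dim probes. Of the paper's 81 genes, 58 were called here, 65 with normexp and quantile normalization and 78 on the authors' deposited values.

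The paper's RSV log2 fold change of gpr137ba is 1.345 and the value here is 1.86. On the authors' deposited values it was 1.35, within the paper's, and under no other alternative did it come within the replicate SD of the paper's value, with 0.93 under normexp and quantile normalization and between 1.75 and 2.09 under the others. The paper's obesity log2 fold change of f5 is 1.35 and the value here is 2.66. It came within the replicate SD of the paper's value on the authors' deposited values (1.35), with normexp and quantile normalization (0.92), without control replicate 3 (2.32) and without OF replicate 2 (2.09), and under no other alternative. For rfesd the paper's obesity log2 fold change is 1.32 and the value here is 3.90. For tgfbi the paper's is 1.24 and the value here is 2.19. Only on the authors' deposited values did these come within the replicate SD of the paper's value, at 1.32 and 1.24. For rfesd, quantile normalization alone gave 3.90, and normexp with quantile normalization gave 0.87. The treatment of the background thus moved the rfesd value, and the scaling between arrays hardly did. The offset and the signal used by normexp were not varied apart. The names gpr137ba and f5 were given to their probes by matching the paper's values, so that the match on the deposited values is no separate evidence for them. The same holds for tfa in obesity, while for RSV the tfa probe gave -1.81 on the deposited values and the paper's table gives -1.90. For the other 20 of the 24 gene values of both lists, the difference from the paper was within the replicate SD. This is a loose bound, because both values come from the same arrays and the SD is the spread between arrays. It was 4.75 for cel.2, and cd151l met it at -2.21 against the paper's -1.15.

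The paper lists 9 genes as common to RSV and CR and 15 as common to females and males. All 9 and all 15 had the direction of the paper's table here. For 9 genes common to RSV and CR, 0 passed the FDR in limma over all probes (520 probes had an unadjusted p under 0.05), and the rank product called apoa1a, ucp1, fads2 and dopey2.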

Other observations

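In this part the draws with no group difference and the comparison of OF+RSV replicate 2 with the other arrays were chosen after the result was seen, and the tests of the ovary and liver lists, of the shared OF arrays and of other splits were chosen before.

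Genes of the ovary list outside the study's lists had a median RSV log2 fold change of 1.87 over 19 genes (limma camera adjusted p = 7.02e-08, fry adjusted p = 0.736) and an obesity log2 fold change of -1.57 (camera adjusted p = 4.53e-08). Their array medians were 5.38, 3.26 and 4.22 in control, 3.02, 1.75 and 2.99 in OF and 5.79, 1.19 and 6.07 in OF+RSV, so that OF+RSV replicate 2 had the lowest of all and the RSV difference was seen on 2 of 3 slides. The most abundant were ybx1 (7.86 in OF and 7.48 in OF+RSV), zp3a.1 (5.30 and 7.02), zp3 (5.09 and 6.47) and zp2.5 (4.51 and 6.26). The genes moved together within groups with a mean pairwise correlation of 0.66, which 0% of 10000 random lists reached. Camera presumed 0.01, so that its p-values for this list are too small. Of the 50 probes outside the list that the rank product called higher in OF+RSV, 38 had a correlation above 0.7 with the ovary genes within groups, against 9.97% of all probes. Of the 178 called lower in OF, 109 did. Oocyte RNA in the dissected fat, in amounts that differ between samples, may account for part of these calls. The study's list of 27 genes for RSV holds 5 genes of the ovary list and 6 of the liver list, and its list of 9 common genes holds 1 and 3. A change of these genes in the fat with RSV stays open as untested.

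The liver list outside the study's lists had a median RSV log2 fold change of -1.58 over 17 genes (limma camera adjusted p = 8.23e-07, fry adjusted p = 0.722). Its array medians were 2.34, 2.81 and 3.59 in OF+RSV and 3.98, 5.69 and 3.21 in OF, lower on 2 of 3 slides. The most abundant were vtg7 (9.04 in OF and 7.60 in OF+RSV), vtg6 (7.80 and 5.72) and fabp10a (7.55 and 5.47). This is consistent with less liver RNA in the OF+RSV samples, and an effect of RSV on hepatic genes of the fat was not tested apart from it. The 12 probes outside the list that the rank product called lower had a median correlation of 0.37 with the liver genes within groups, which 2.08% of random lists reached. For the 222 probes called higher in OF it was -0.12, so that liver RNA is not enough to explain most of those calls. With the erythroid genes, 253 probes called higher in OF had a median correlation of 0.45, above the highest of 10000 random lists (0.42).

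The other lists without the study's genes had median RSV and obesity changes of -0.49 and -0.08 (exocrine pancreas, camera adjusted p = 0.0388 and 0.467), -0.80 and 0.48 (adipocyte, 0.122 and 0.502), 0.05 and 0.22 (skeletal muscle, 0.871 and 0.906), -1.02 and 0.04 (intestine, 0.261 and 0.821) and -0.33 and 0.16 (leukocyte, 0.565 and 0.565). Under RSV the endocrine pancreas list had -0.82 (camera adjusted p = 0.502) and the erythroid list -0.49 (0.186). Mean pairwise correlations within groups were 0.80, 0.48, 0.01, 0.22 and 0.69 for the exocrine pancreas, adipocyte, skeletal muscle, intestine and leukocyte lists and 0.31 for the erythroid list.

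Over all probes the RSV and obesity log2 fold changes had a correlation of -0.55. In 1000 simulated experiments with no group difference that share the OF arrays, the median was -0.54, and a share of 0.493 of them lay at or below the observed value. When probes were drawn independently, the simulated range was -0.53 to -0.47. The sharing of the OF arrays is thus a candidate cause of the opposite signs as a whole. A smaller run of 200 simulated experiments gave opposite signs for a median of 69.3% of probes (central 95% from 31.5% to 88.0%), beside 65.2% observed. A reversal of obesity changes by RSV for single genes is not excluded by this test.

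Among the 10 splits of the 6 arrays into groups of 3, chance can not be excluded as the source of the RSV count of the rank product or of the 2 obesity counts, since the smallest share 10 splits can give is 1 of 10. The RSV count of limma is 0, which any split reaches (10 of 10, highest other 278), so that it tests nothing. For RSV, 6 of 10 splits gave at least the 75 of the rank product, with a highest other count of 404. For obesity, 1 of 10 splits gave at least the 11 probes of limma (highest other 3), and 1 of 10 the 463 of the rank product (highest other 208). Of the splits that, like the real one, part all 3 slide pairs, the others gave rank product counts of 75, 390 and 3 for RSV and 10, 66 and 66 for obesity. The remaining splits keep arrays of 1 slide together.

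The rank product was also run on 30 draws with no group difference. When probes kept their own spread and were drawn independently, 14 of 30 draws gave as many RSV calls as the real 75 (median 74, from 43 to 113), and 0 of 30 gave the 463 obesity calls (median 72, from 52 to 89). When draws also kept how probes move together, 15 of 30 gave as many RSV calls (median 64.5, up to 1219) and 6 of 30 as many obesity calls (median 90.5, up to 1636). Unequal spread alone could give the RSV count but is not enough for the obesity count, and probes that move together could give either.

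OF+RSV replicate 2 had a mean correlation of 0.906 with the OF arrays and 0.739 with the other OF+RSV arrays, and its nearest array was OF replicate 3 (0.942). On the 1000 probes with the smallest p without it, it lay nearer to the OF mean on 96.4%, beside 34.6% and 53.2% when the same was done for OF+RSV replicates 1 and 3. No OF array lay nearer to the OF+RSV arrays on average than to the other OF arrays. This cannot decide on a swap between these groups, because OF+RSV replicate 3 also lay nearer to the OF arrays. Its mean correlation was 0.876 with them and 0.838 with the other OF+RSV arrays. A wrong label and a sample with little ovary RNA cannot be told apart. No array gives a level of these probes in fat free of other tissue. A fish that did not respond to RSV also stays open as untested. OF+RSV replicate 1 was far from every group, with mean correlations of 0.763, 0.727 and 0.755 with control, OF and OF+RSV.

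Between OF+RSV and control, limma called 0 probes (540 at an unadjusted p under 0.05, smallest adjusted p = 0.788) and the rank product 18, of which 17 were higher. By the rule for naming genes, the RSV comparison, in which none passed limma, gave zgc:153284 (log2 fold change 3.17), aldh18a1 (2.07) and cdc34a (1.88) as higher and gatm (-3.87), diabloa (-2.70) and eif5a2 (-1.79) as lower, each with an adjusted p of 0.664 from limma and groups that did not overlap. The probes of aldh18a1, gatm and eif5a2 are not the brightest of their genes, which gave 1.06, -2.52 and -1.07.

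Of the regulators the paper names, cebpb had an RSV log2 fold change of -0.20, cebpd -0.51 (obesity -0.88), foxa1 -0.27 (obesity -1.19) and foxa2 -0.18 (obesity -0.35), each with a limma adjusted p of at least 0.699. With median scaling, the RSV changes of cebpb and foxa2 turned to 0.03 and 0.05. No probe was named ep300a, ep300b, hdac2, polr2a or sirt1. The brightest probe of nr2f2 was above background on 8 of 9 arrays, that of nqo1 on 7, that of lepa on 1 and that of lepb on 0, so that they were not tested with the filter used. With the filter within at least 1 group, nqo1 had log2 fold changes of 0.80 for RSV and -1.60 for obesity (limma adjusted p = 0.777 and 1), and nr2f2 had -0.72 and 0.68 (0.651 and 1).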
